A study of Drosophila melanogaster with 6 samples. Its data were reported in "A dual role of dLsd1 in oogenesis: regulating developmental genes and repressing transposons" (2019).

How the data were processed

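Gene expression was measured on single-colour microarrays in ovaries of Drosophila melanogaster females. The groups were taken from the sample labels. The driver control group carried only the Act5C-GAL4 driver, a transgene that makes the yeast transcription factor GAL4 in all tissues. The dLsd1 RNAi group carried the driver together with a GAL4-responsive RNA interference construct against dLsd1, the fly form of the histone demethylase LSD1, which is encoded by Su(var)3-3. Each group had 3 biological replicates and each replicate was hybridised to its own array, which gave 6 arrays.

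The authors made labelled cRNA from ovarian total RNA (the sample labels name Cy3 as the dye, whereas the methods of the study name biotin), hybridised it to Agilent Drosophila gene expression arrays with 60-base probes and quantified the scans with Feature Extraction 11.5.1.1. The deposited scanner files hold intensity values on a linear scale for each spot, not normalised between arrays, together with 0 or 1 flags for saturation, outliers and signal well above the local background. A second deposited table holds log2 values that the authors normalised over all arrays with limma. Its 25888 entries had a median absolute difference of 0.01 from the median per transcript of the quantile-normalised log2 median intensities computed here, and it was used as an alternative only. Probe positions are those of the array design, on release 5 of the Drosophila genome (dm3). In the file of driver control replicate 1, 10 spots carried gene names altered by a spreadsheet, so that gene names were read from another array of the same design.

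The methods of the study name the median spot signal, the log2 scale and limma, and state no background subtraction and no filter. The values used here were therefore log2 of the median spot intensity of all non-control spots. Spots marked as non-uniform or population outliers were left out, arrays were quantile normalised together, and spots of a probe were averaged. No pseudocount or background subtraction was used, so the fold changes of dim probes are understated. A probe counted as well above background, or as saturated, on an array when at least 50% of its spots carried that mark. The share of spots well above background ran from 43.7% to 53.7% per array. With 3 arrays per group, the number of arrays limits the precision.

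The groups were compared probe by probe with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with group as the only term, two-sided), with Benjamini-Hochberg adjustment over 32162 probes. A probe was past the threshold when its adjusted p was under 0.05 and its log2 fold change lay beyond 0.6 in either direction, the fold change the study used. Fold changes are dLsd1 RNAi minus driver control on the log2 scale, and the error given with them is the standard error from limma. For results per gene, the probe with the highest mean signal over the 6 arrays stood for its gene, and p values were adjusted over 13196 genes. Of 5488 genes with more than 1 probe, 285 had at least 2 probes past the threshold, and in 4 of these they went in opposite directions. Gene names were those of the array design. Of 194 probes with a transcript but no gene name, 58 were named through a reference table of gene names. Where a probe was not well above background, or was saturated, on every array of a group, a fold change is given only as a bound. The bound is the mean of the brighter group against the mean, per array, of the higher of the dim probe's own value and the lowest value among probes well above background. No fold change is given where both groups were not well above background or both were saturated.

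Genes are named by a rule fixed before the data were examined. They are the genes the study names as targeted, measured by RT-qPCR, Serpent targets, GATA factors or dLsd1-bound piRNA genes. Added to these are the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold with non-overlapping groups and unsaturated probes well above background on all 6 arrays. Up to 3 genes in each direction seen in a single group, and the 3 leading members of each gene list past the threshold, complete the set. For the lists taken from the study, p values were also adjusted over the list alone. Any other gene or probe named was chosen after its values were seen, and the text says so.

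Transposable element probes were taken from the annotation in the files, which marked 187 probes; 56 of them named a family, and 18 families were named. No alignment of probe sequences to element sequences was used here, so families that the annotation does not name, among them mdg1, gypsy, blood and Idefix, were not analysed here. The set of these probes was tested with camera (preset correlation 0.01, two-sided), and its share past the threshold was set against the other probes with Fisher's exact test as a description. In addition, 18 gene lists were tested with camera, with Benjamini-Hochberg adjustment over the lists. They cover eggshell, yolk protein, germline, germarium and meiosis, follicle cell, DNA replication, cell cycle, hemocyte, muscle, fat body, gut, reproductive tract, testis, neuronal, ribosomal protein, heat shock, antimicrobial peptide and piRNA pathway genes. Of 332 list members written, including the lists from the study, 325 were found on the array, 10 of them through the reference table or letter case. In set tests, 9 genes with a missing value were left out.

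The fit and the set test were tested on simulated arrays built from the means and spreads of 32139 probes with no missing value. In 10 simulations of this comparison, 40.2% of 200 probes changed by 1 on the log2 scale were recovered. Of the calls, 2.9% were false, and no simulated sets without a change passed the threshold. The simulated probes varied independently, so the result for sets does not cover genes that vary together. Far fewer probes were changed there than were called in the real comparison, so the shares recovered and false need not hold for it. The alternatives were normexp background correction (offset 50) of the mean or the median intensity, the background-subtracted processed intensity or the median intensity scaled to the 75th percentile of each array, cyclic loess, no normalisation, outlier spots kept, the authors' log2 table, dim probes left out, the replicate number as a block, a trended and robust prior, array weights, and each array left out in turn. For the counts of probes, the methods' t-test, other thresholds and limma's treat were added. The mean over the probes of a gene replaced the brightest probe for the count of genes, and fry or camera with an estimated correlation replaced camera for the set tests. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and figures with matplotlib 3.10.9.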

Results

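To follow gene expression in ovaries depleted of dLsd1, RNA from ovaries with the Act5C-GAL4 driver alone was compared with RNA from ovaries in which the driver expressed an RNA interference construct against dLsd1. Each group comprised 3 arrays, and every array carried 32162 non-control probes on 43602 spots. The share of spots well above background ranged from 44.2% to 51.1% in the control arrays and from 43.7% to 53.7% in the RNAi arrays. Between 0.47% and 0.72% of the spots of an array were saturated. Of all probes, 12425 were well above background on all 6 arrays, 14403 were not well above background on any array, and 142 were saturated on all 6. Over 12408 probes well above background on all arrays and with no missing value, Pearson's r between arrays was 0.977 to 0.988 within groups and 0.914 to 0.966 between groups. These correlations run across probes, which are not independent replicates.

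The targeted gene, Su(var)3-3, was examined first. Its probe lies on chromosome 3L at 20223066 to 20223125 (dm3) and is assigned to the transcript FBtr0074825. The normalised log2 intensity was 10.9 ± 0.07 (SD, n = 3) in the driver control and 10.02 ± 0.13 (SD, n = 3) in dLsd1 RNAi, a log2 fold change of -0.89 ± 0.12 (SE) with a limma adjusted p of 0.0149. The 3 RNAi values, 10.14, 9.87 and 10.03, all lay below the 3 control values, 10.9, 10.98 and 10.83. Scaling the processed intensity to the 75th percentile gave -0.92 with an adjusted p of 0.0692, and the result was also not past the threshold without control replicate 2 (-0.85, adjusted p 0.0758) or without dLsd1 RNAi replicate 2 (-0.82, adjusted p 0.0674).

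The comparison of the groups over the whole array gave 2066 probes past the threshold, 1172 higher and 894 lower in dLsd1 RNAi. These probes stood for 1785 transcripts and 1362 named genes. With a single probe per gene, 1288 of 13196 genes were past the threshold, 604 higher and 684 lower. The smallest adjusted p was 0.00502. Regardless of fold change, 2331 probes had an adjusted p under 0.05 and 6587 an unadjusted p under 0.05. Of the probes past the threshold, 1642 were well above background on all 6 arrays, and each was well above background on at least 1 array. The groups did not overlap at 8031 probes (25% of all probes), where chance gives 10%. The alternative that moved the count most was the omission of any normalisation between arrays, with which limma placed 0 probes past the threshold and 2034 had an unadjusted p under 0.05 and a fold change beyond the threshold, while the methods' t-test placed 3 past it after adjustment. Leaving out any 1 array lowered the count of probes called to between 163 and 1175, with the lowest counts without driver control replicate 2 (163) and without dLsd1 RNAi replicate 2 (305).

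Among genes with unsaturated probes well above background on all 6 arrays, the largest rise was that of Ppn, from 8.51 ± 0.34 to 12.19 ± 0.42 (SD, n = 3 per group; log2 fold change 3.67 ± 0.26 SE, limma adjusted p 0.00548). It was followed by Mhc with 3.1 ± 0.25, Obp44a with 3.08 ± 0.4, Mlc2 with 2.94 ± 0.18 and PebIII with 2.83 ± 0.47 (log2 fold change ± SE), whose adjusted p values were between 0.00502 and 0.023. The largest fall was that of CG15642, from 14.75 ± 0.6 to 9.26 ± 1.1 (SD, n = 3 per group; log2 fold change -5.5 ± 0.57 SE, limma adjusted p 0.00859). CG31928 followed with -4.37 ± 0.94, Ilp8 with -3.75 ± 0.59, Fcp3C with -3.44 ± 0.67 and Cad74A with -3.35 ± 0.6 (log2 fold change ± SE), with adjusted p values between 0.0202 and 0.0426. Of these 10 genes, Ppn, Mhc and Mlc2 were past the threshold whichever array was left out, whereas Obp44a, PebIII, CG15642, CG31928, Ilp8, Fcp3C and Cad74A were not without control replicate 2, although each kept its direction. Some genes were well above background on all arrays of a single group. CG31690 was at least 6.24-fold higher, proPO45 at least 2.84-fold higher and NtR at least 2.5-fold higher in dLsd1 RNAi. In the other direction, sosie was at least 3.24-fold lower, CG13032 at least 3.21-fold lower and CG33080 at least 2.35-fold lower. These bounds hold for the means of the quantile-normalised values and cover neither the spread between replicates nor other settings, and for proPO45, NtR and CG33080 they equal the fitted fold change. The smallest log2 fold change under any alternative was 0.62 for CG31690, 0.84 for proPO45, 1.16 for NtR, -1.5 for sosie, -0.93 for CG13032 and, without 1 array, -0.99 for CG33080. Of these 6 genes, CG31690 was past the threshold whichever array was left out. The others were not without control replicate 2 or, for sosie, without control replicate 3. CG33080 was not past the threshold whichever array was left out, and proPO45 was past it in only 1 of the 6 such fits.

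The study followed several genes by RT-qPCR, a measurement of single transcripts, after dLsd1 depletion. Of the genes it measured as lower, retn fell by 1.06 on the log2 scale (SE 0.17, limma adjusted p 0.0225), mid by 1.48 (SE 0.26, adjusted p 0.0254) and Src64B by 0.7 (SE 0.13, adjusted p 0.0283). For Src64B, the other 3 probes had log2 fold changes of -0.21, -0.18 and -0.29 and were not past the threshold. The other probes of retn were at -1.02 (adjusted p 0.0175) and -0.47 (adjusted p 0.27), and that of mid was at -1.24 (adjusted p 0.037). Of the genes it followed as higher, CHES-1-like rose by 1.04 (SE 0.12, adjusted p 0.0116) and ken by 0.93 (SE 0.17, adjusted p 0.0282). Other CHES-1-like probes were past the threshold at 0.98 (adjusted p 0.0185) and 0.74 (adjusted p 0.0279). The rest were not, at -0.09 (adjusted p 0.966) and 0.11 (adjusted p 0.965). The study chose lola as a gene higher on its ovary microarrays and measured it by RT-qPCR in cultured S2 cells. Here lola was represented by 21 probes with log2 fold changes from -0.37 to 0.9. Its brightest probe was at -0.37 (SE 0.13, adjusted p 0.146), and 1 of its probes, singled out after the values were seen, was past the threshold with 0.61 (adjusted p 0.0378). The housekeeping gene alphaTub84B had a log2 fold change of 0.02 ± 0.1 (SE, adjusted p 0.994) on a probe saturated on 3 of the 6 arrays, and its sign changed under cyclic loess, normexp of the mean intensity and no normalisation, and without control replicate 2 the change was 0. Its other probes, not saturated on any array, were at 0.12 ± 0.29 (adjusted p 0.962) and 0.34 ± 0.28 (SE, adjusted p 0.674). The probe for Gapdh2 was saturated on all 6 arrays. In all, 5 of the 8 genes were past the threshold over all probes and 5 when adjusted over the list alone. The study chose at least part of this list on these samples, so the adjustment over the list alone is not independent evidence. Leaving out any 1 array left between 0 and 3 of them past the threshold, and Src64B was not past it in any of these fits. Without control replicate 2, or without dLsd1 RNAi replicate 2, 0 were past it in limma or in the methods' t-test, and 5 had an unadjusted p under 0.05 and a fold change beyond the threshold in both tests; retn, mid, Src64B, ken and CHES-1-like kept their directions.

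**Figure D1:**
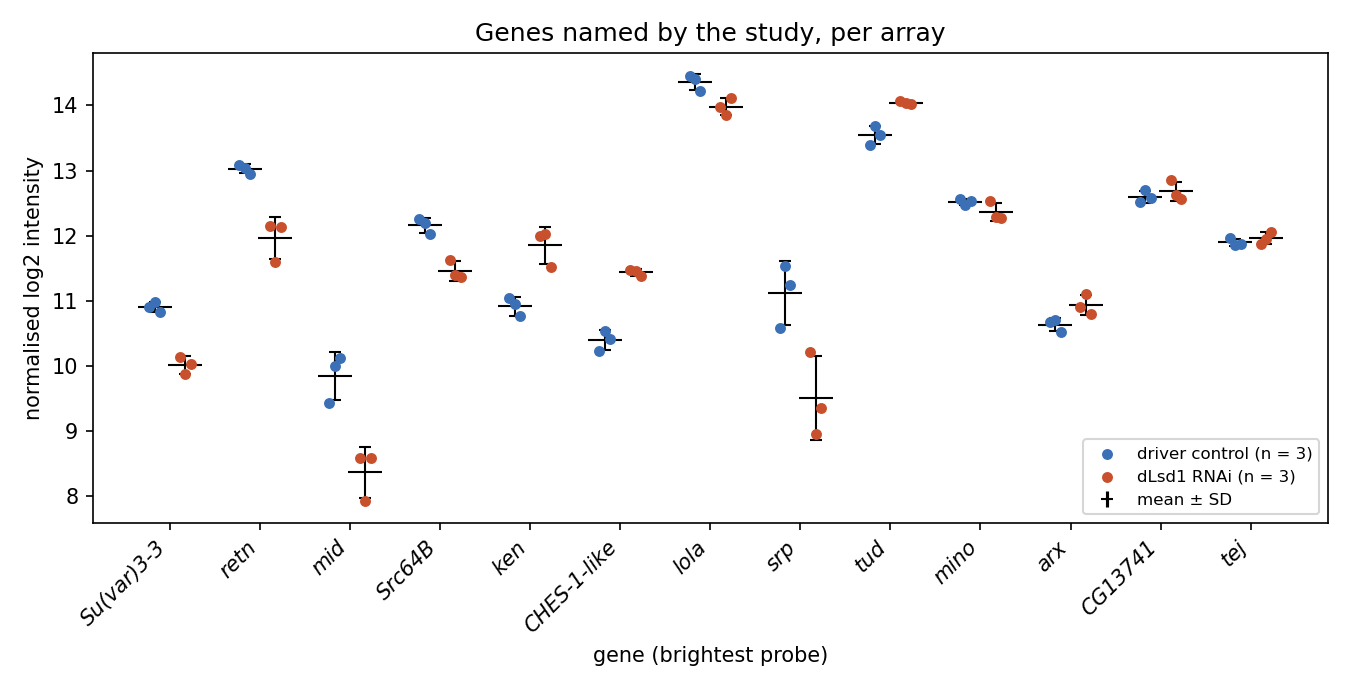
Normalised log2 intensity (vertical axis) of the brightest probe of 13 genes named by the study (horizontal axis) on the 3 driver control arrays (blue points) and the 3 dLsd1 RNAi arrays (orange points), with the mean and SD of each group in black. For Su(var)3-3, retn, mid, Src64B, lola and srp all RNAi values lie below all control values. For ken, CHES-1-like, tud and arx all lie above them. Of these genes, lola, srp, tud and arx were not past the threshold over all probes.

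Serpent is a GATA transcription factor, and the study examined its interplay with dLsd1. The list of 10 genes held 4 Serpent targets, pnt as a gene without the GATA motif, and 5 GATA factors. The study also counts Src64B among the Serpent targets with this motif. Here it was kept in the RT-qPCR list, where its brightest probe was past the threshold (-0.7, limma adjusted p 0.0283). The counts that follow leave it out. With a follicle cell driver, the study saw no effect of dLsd1 RNAi alone on SMC1 and Src64B by RT-qPCR. Of the 10 genes in the list, 0 were past the threshold over all probes in the limma fit. When adjusted over the list alone, 1 was, srp itself. At an unadjusted p under 0.05 and beyond the fold threshold, 1 gene was called in limma and 1 in the methods' t-test, which called 0 after adjustment. Transcripts of srp went from 11.12 ± 0.49 to 9.51 ± 0.64 (SD, n = 3 per group), a log2 fold change of -1.61 ± 0.37 (SE) with an adjusted p of 0.053 over all probes and of 0.0296 over the list alone. With p values adjusted over genes in place of probes, srp was past the threshold (adjusted p 0.0394), as it was over all probes without RNAi replicate 1 and under cyclic loess, both normexp settings, the authors' log2 values, dim probes left out and the trended prior. The Serpent targets SMC1 (-0.57 ± 0.14), fu2 (-0.55 ± 0.16) and ush (-0.43 ± 0.18, log2 fold change ± SE) had adjusted p values between 0.0656 and 0.249. The brightest probe for pnt was at -0.07 ± 0.14 (SE), and its sign changed when the median intensity was scaled to the 75th percentile and without control replicate 3, whereas another pnt probe, singled out after its values were seen, was at -1.39 ± 0.2 (adjusted p 0.0177). Of 4 probes for RpS28b, 2 were saturated on all 6 arrays and the others were at 0.12 ± 0.18 (adjusted p 0.889) and 0.7 ± 0.15 (adjusted p 0.0441). GATAd was at -0.37 ± 0.14 (adjusted p 0.204), and pnr, grn and GATAe were not well above background on any array.

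The arrays also carried 187 probes annotated as transposable elements. Of these, 31 were past the threshold as higher in dLsd1 RNAi, and 0 as lower, by limma or by the methods' t-test; at an unadjusted p under 0.05, limma placed 2 probes lower at any fold change and 0 beyond the fold threshold. The share past the threshold as higher was 16.6% for these probes and 3.57% for the other 31975 probes (odds ratio 5.37, Fisher's exact test, two-sided, p 1.74e-12, with probes taken as independent). In a count added after the values were seen, 30 element probes were well above background on all control arrays, a condition that a rise in dLsd1 RNAi does not help to meet. Of these, 26 had a log2 fold change above 0 and 33.3% were past the threshold as higher, against 6.79% of 13085 other such probes. The median log2 fold change of all 187 probes was 0.304, and 155 were above 0. As a set they were higher in dLsd1 RNAi with a camera p of 3.68e-14; fry gave 0.000594 and camera with an estimated correlation 0.0103, so that the call held under both. The alternative that moved the count most was again the omission of normalisation, with 0 probes past the threshold in limma and in the methods' t-test after adjustment, and 33 higher at an unadjusted p under 0.05 and beyond the fold threshold in limma. Leaving out any 1 array gave between 5 and 23 probes, with 5 without control replicate 2 and 5 without RNAi replicate 2.

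A family was named for 56 of these probes, and 8 of the 18 families had a probe past the threshold. The single Tirant probe rose by 1.53 ± 0.12 (log2 fold change ± SE, limma adjusted p 0.00557) and the single springer probe by 1.73 ± 0.16 (adjusted p 0.00753). The highest copia probe rose by 3.02 ± 0.53 (adjusted p 0.0254), while the other copia probes were not past the threshold and were well above background on at most 1 array. For the F-element, 2 of 6 probes were past the threshold, with log2 fold changes of 1.84 (adjusted p 0.0168) and 0.76 (adjusted p 0.0254). The ninja family and 3 families whose names are numbers each had at least 1 such probe as well, with highest log2 fold changes between 1.04 and 2.59. Of 3 HeT-A probes, 0 were past the threshold in limma or the methods' t-test and 1 had an unadjusted limma p under 0.05. This probe was at 0.56 ± 0.15 (SE, adjusted p 0.0843).

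**Figure D2:**
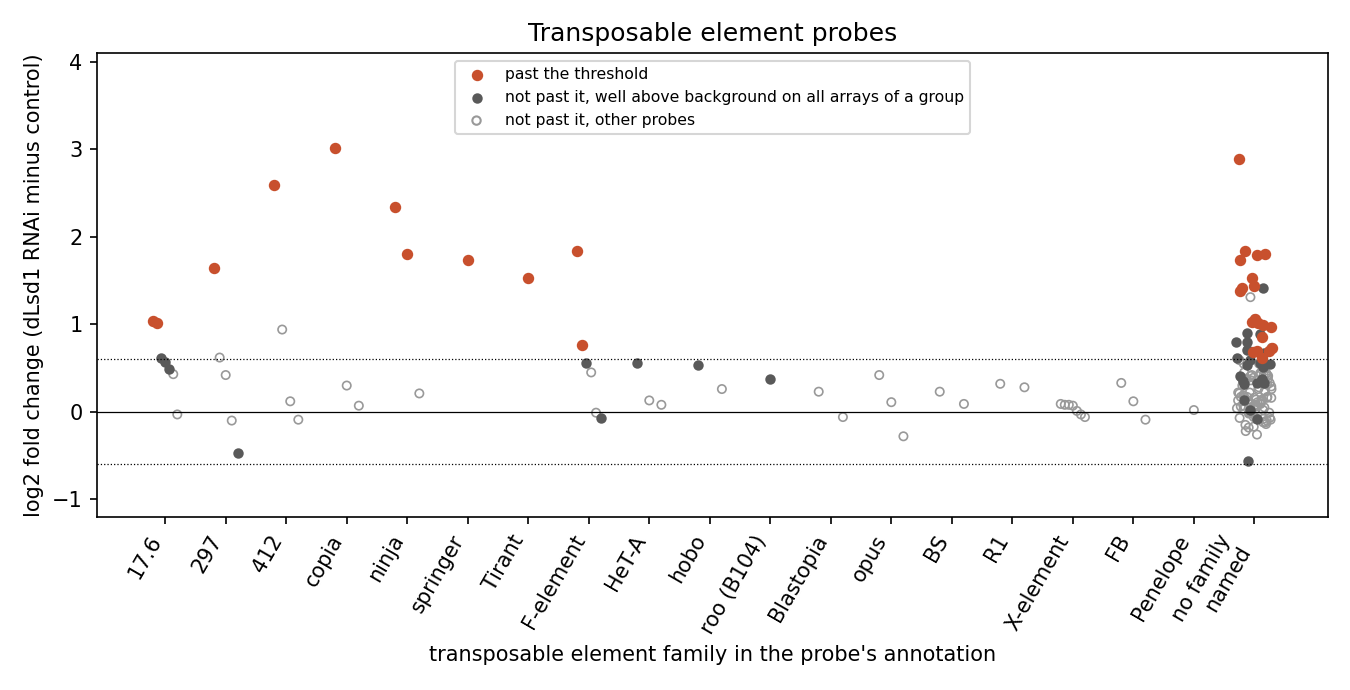
Log2 fold change of dLsd1 RNAi against driver control (vertical axis) for the 187 transposable element probes, grouped by the family named in their annotation (horizontal axis). Each point is a probe; orange points are past the threshold, filled grey points are well above background on all arrays of a group but not past the threshold, open points are the other probes, and dotted lines mark 0.6 on the log2 scale in both directions. The 31 orange points all lie above 0, and 11 of them belong to a named family.

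The study asked whether genes that act in transposon silencing changed with dLsd1. The genes in this pathway that it reported as bound by dLsd1 were mino, arx, tud, CG13741 and tej. Of these 5 genes, 0 were past the threshold over all probes, 0 when adjusted over the list alone and 0 by the methods' t-test; 2 had an unadjusted limma p under 0.05, with fold changes below the threshold. These were tud, with a log2 fold change of 0.5 ± 0.12 (SE, adjusted p 0.0526 over all probes and 0.02 over the list alone), and arx with 0.3 ± 0.13 (adjusted p 0.243). Log2 fold changes of mino, CG13741 and tej were -0.16, 0.08 and 0.06, and the last 2 changed sign without normalisation. Over 37 genes of the piRNA pathway, 4 were past the threshold over all probes, and 5 when adjusted over the list alone. The 4 genes, chosen after their values were seen, were aub (0.67 ± 0.1), BoYb (0.7 ± 0.14), mael (-0.64 ± 0.12) and vret (-1.83 ± 0.3; log2 fold change ± SE), with adjusted p values between 0.0175 and 0.0351. Leaving out any 1 array left between 0 and 2 of the 37 genes past the threshold. The count was 0 in limma and in the methods' t-test without control replicate 2, without RNAi replicate 1 and without RNAi replicate 2, where 4, 6 and 8 genes had an unadjusted limma p under 0.05 and a fold change beyond the threshold. For AGO3, also chosen after its values were seen, the brightest probe was at 0.49 ± 0.1 (adjusted p 0.0417) and another was at 0.65 ± 0.15 (adjusted p 0.0481). The camera test of the pathway gave an adjusted p of 0.468.

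The make-up of the ovaries and the activity of pathways were compared through 18 gene lists, of which 6 had an adjusted camera p under 0.05. DNA replication genes were lower (median log2 fold change -0.81, 32 genes, adjusted p 3.69e-14), with 19 genes past the threshold, led by Orc2 (-1.48), Orc1 (-1.42) and lat (-1.19). Cell cycle genes were lower as well (median -0.639, 39 genes, adjusted p 1.32e-09), with 17 past the threshold, led by CycE (-1.75), ial (-1.75) and thr (-1.56). Eggshell genes had the lowest median, -2.502 over 21 genes (adjusted p 5.32e-05), although only 2 were past the threshold, 16 were saturated on at least 1 array and 1 on all 6. Cp18 fell by 5.42 (SE 1.63, adjusted p 0.107) and Femcoat fell by 5.23 (SE 1.63, adjusted p 0.118), and both were past the threshold without RNAi replicate 1. Cp16 was saturated on all control arrays and was at 15.99, 7.87 and 12.89 on the RNAi arrays (adjusted p 0.341), so that its fall was not larger than the spread between replicates. Muscle genes were higher (median 2.313, 14 genes, adjusted p 7.16e-11), and 11 were past the threshold, led by Mhc, Mlc2 and Act57B (2.79 ± 0.34 SE). Fat body genes were higher (median 0.305, 12 genes, adjusted p 0.0068), led by Lsp2 (1.67 ± 0.72), Rfabg (1.42 ± 0.44) and Est-6, which was at least 1.94-fold higher (log2 fold change down to 0.73 under an alternative) and the only member past the threshold. Germarium and meiosis genes were higher (median 0.222, 19 genes, adjusted p 0.00792), led by Rbp9 (1.41 ± 0.14), c(2)M (1.4 ± 0.19) and c(3)G (1.25 ± 0.13). Without control replicate 2, CycE, ial, thr, Orc2, Orc1, lat, Act57B, Est-6, c(2)M and c(3)G were not past the threshold as single genes, while the same 6 lists were. Orc1 was not past the threshold whichever array was left out, and Est-6 was past it in only 1 of the 6 such fits. By contrast, thr and c(3)G were lost only without control replicate 2.

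The other 12 lists were not past the threshold in the camera test. Adjusted p values were 0.085 for ribosomal protein, 0.0874 for yolk protein, 0.0996 for heat shock, 0.179 for hemocyte, 0.468 for piRNA pathway, 0.486 for antimicrobial peptide, 0.534 for reproductive tract, 0.534 for neuronal, 0.662 for follicle cell, 0.715 for germline, 0.761 for gut and 0.956 for testis genes. The hemocyte list had a median of 0.045 and a mean of 0.391 over all members but a median of -0.168 over its 7 detected members. The germline list was tested as higher with a median of 0.072 and a mean of -0.016. With fry, 7 lists were past the threshold: of the 6 lists above, eggshell was not among them (adjusted p 0.124), whereas hemocyte (0.00558) and ribosomal protein (0.0066) were. Of the 91 ribosomal protein genes, 71 were saturated on at least 1 array and 59 on all 6, so that most of the list could not show a change and its result says little about these genes. With the correlation estimated from the data, 0 lists were past the threshold, and the smallest adjusted p was 0.318.

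**Figure D3:**
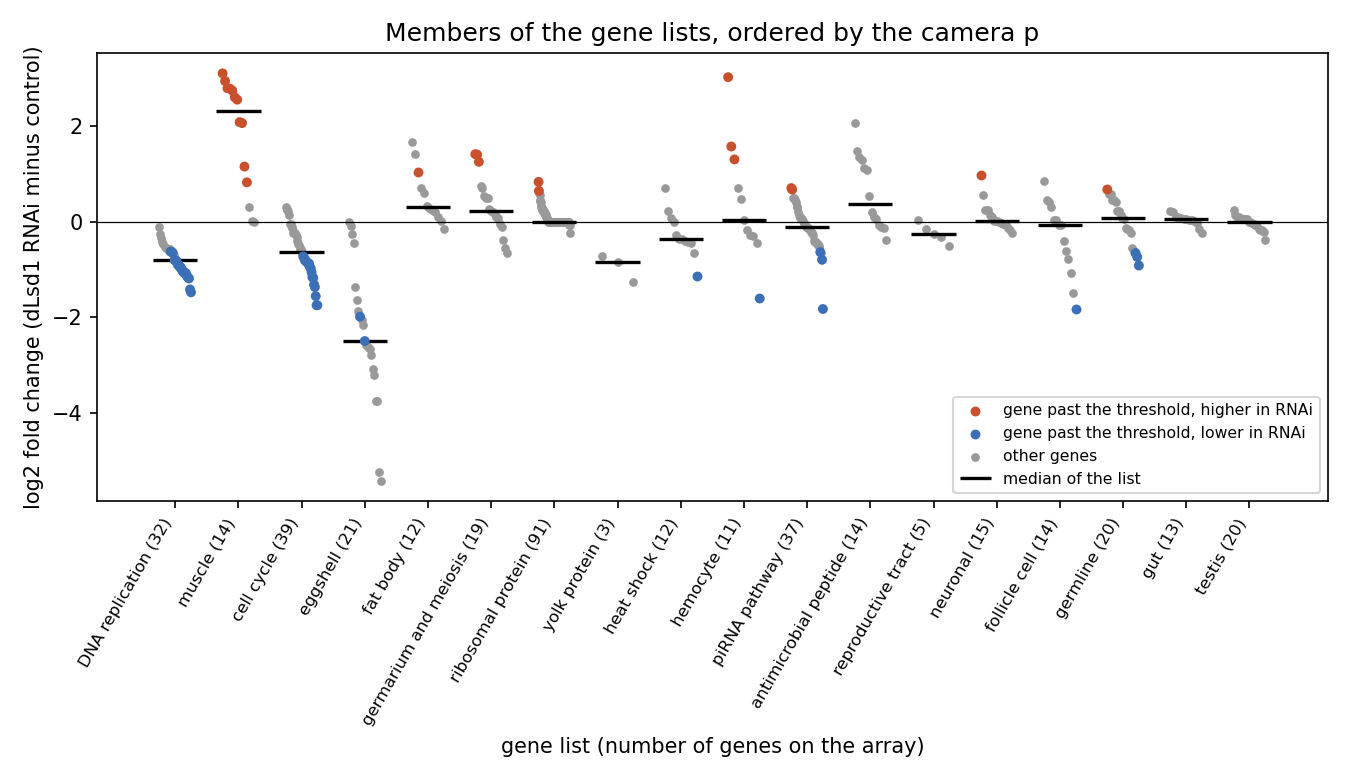
Log2 fold change of dLsd1 RNAi against driver control (vertical axis) for each gene of the 18 lists (horizontal axis, with the number of genes on the array), ordered by the camera p. Each point is a gene; orange points are higher and blue points lower past the threshold with p values adjusted over genes, and black bars are medians, which run from -2.502 for eggshell to 2.313 for muscle.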

Values the study reported

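The study reported 1988 transcripts with different levels between ovaries with the driver alone and ovaries depleted of dLsd1, of which 1042 were higher and 946 lower after depletion. By aligning probes to element sequences, it found higher transcripts for 22 families of transposable elements with long terminal repeats, for 3 families of LINE type and for 2 families of DNA type. Of 41 annotated regulators of transposon silencing that it examined, 5 carried dLsd1 peaks, and it described the levels of those genes as unaltered.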

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

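None of the tests in this part was chosen after the result was seen. For 50 single genes and 18 gene lists, results were compared between alternatives. The set test alternatives apply to the lists only, and 15 lists had a value with dim probes left out. In 1033 comparisons the direction and the side of the threshold were those reported, in 180 the direction held but the result was no longer past the threshold, in 21 it newly passed it and in 23 the sign changed, which includes a change that rounds to 0. Where no cause is given in what follows, the cause was not tested.

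Scaling to the 75th percentile lowered the counts of probes and genes past the threshold, but not every count. With the processed intensity scaled to the 75th percentile, 1056 probes and 513 genes were past the threshold, with 929 probes higher and 127 lower, so that 88% of the calls were higher against 56.7% in the reported comparison. The transposable element probes past it rose from 31 to 38 and the gene lists from 6 to 7, with ribosomal protein added, a list in which 59 of 91 genes were saturated on all 6 arrays. Of the RT-qPCR genes 1 was past it, and of the piRNA pathway genes 0 in limma against 2 by the methods' t-test, with 7 at an unadjusted p. The targeted gene was at -0.92 (adjusted p 0.0692), and the gut and testis lists reversed (both adjusted p 0.951). With the median intensity scaled in this way, 374 probes and 200 genes were past the threshold, with 319 probes higher and 55 lower (85.3% higher), among them 14 transposable element probes, while 8 gene lists passed, with ribosomal protein and yolk protein added, the latter with 2 of 3 genes saturated on at least 1 array. Counts of the RT-qPCR genes (0) and of the piRNA pathway genes (0) were also 0 by the adjusted t-test, with 5 and 7 genes at an unadjusted limma p. The targeted gene was at -0.88 (adjusted p 0.0704), and pnt (0.04) and the testis list (adjusted p 0.813) reversed. These scalings shifted the median log2 fold change of all probes from -0.003 to 0.194 and 0.131. Relative to that median, the transposable element probes had a median of 1.016 and 0.345, against 0.307 in the reported comparison.

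With no normalisation, limma placed 0 probes, 0 higher and 0 lower, 0 genes, 0 RT-qPCR genes, 0 piRNA pathway genes and 0 transposable element probes past the threshold. The gene lists went the other way, with 9 past the threshold, antimicrobial peptide, ribosomal protein and yolk protein being added. At an unadjusted p under 0.05 and beyond the fold threshold there were 2034 probes, 5 RT-qPCR genes, 3 piRNA pathway genes and 33 higher element probes, and the methods' t-test placed 3 probes past the threshold after adjustment. The targeted gene was at -1.04 (adjusted p 0.355), and alphaTub84B (-0.04), CG13741 (-0.06), tej (-0.1) and the testis list (adjusted p 0.617) reversed. Over all alternatives except the omission of an array, the adjusted p of the targeted gene ranged from 0.00226 to 0.355.

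The other alternatives for the values and the model gave between 2071 probes past the threshold, with outlier spots kept, and 2760, with a trended and robust prior. The authors' log2 values have an entry per transcript and gave 1583 transcripts, where 1785 were reported. Of the Serpent targets and GATA factors, 1 was past the threshold with normexp of the mean intensity, 1 with normexp of the median intensity, 1 with cyclic loess, 1 with dim probes left out, 1 with the trended and robust prior, and 2 with the authors' log2 values. The gene was srp in each of these, joined by pnt in the authors' values. Reversals were alphaTub84B (-0.09) and the testis list (adjusted p 0.832) with normexp of the mean, the testis list (0.851) with normexp of the median, and alphaTub84B (-0.1) and the testis list (0.975) with cyclic loess. Array weights gave 50 transposable element probes and reversed the gut and testis lists (both 0.876). The testis list had a median of -0.01, so that its direction rests on small differences. With dim probes left out, fewer probes were tested and the fat body list was not past the threshold. The transposable element set was higher and past the threshold under every alternative, with no element probe past it as lower in limma.

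The threshold and the test also moved the count of probes. Without adjustment of the p values 3243 probes passed, with a log2 fold change beyond 1 941 passed, and limma's treat, which tests against a log2 fold change of 0.6, gave 107. The methods' t-test gave 2863 probes at an unadjusted p under 0.05 and beyond the fold threshold, and 404 after Benjamini-Hochberg adjustment. The study names this t-test in its general statistics section, while its array methods name limma, so these counts need not follow its own test. With the correlation within lists estimated from the data, 0 lists passed in camera, against 6 at the preset correlation and 7 in fry.

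Each array was left out in turn, which leaves fewer samples in the fit. The counts then ranged from 163 to 1175 probes, 132 to 724 higher and 31 to 492 lower, 131 to 917 genes, 0 to 3 RT-qPCR genes, 0 to 1 Serpent targets and GATA factors, 0 to 2 piRNA pathway genes, 5 to 23 transposable element probes and 6 to 8 lists. The lowest counts came without control replicate 2 (163 probes, of which 162 were among those reported) and without dLsd1 RNAi replicate 2 (305 probes, of which 303 were). The targeted gene ranged from -0.95 to -0.82, and the transposable element set from a p of 9.74e-15 to 4.79e-11. The change of alphaTub84B (range 0 to 0.03) rounded to 0 without control replicate 2. Reversals occurred for pnt (-0.15 to 0.05), which was at 0.05 without control replicate 3, and, by adjusted p, for the neuronal (0.102 to 0.954), reproductive tract (0.364 to 0.954), testis (0.76 to 0.973), antimicrobial peptide (0.131 to 0.904) and gut (0.618 to 0.954) lists.

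Arrays with the same replicate number shared a slide and a scan. Their deviations from the group means had correlations of 0.01, -0.06 and 0.69 for replicates 1, 2 and 3 over 12408 probes, while pairs with different numbers ranged from -0.45 to 0.45, so the numbers were not taken to pair the samples. With the replicate number as a block, which is also the slide, 2149 probes were past the threshold, 1752 of them among those reported. Of 32 named genes past the threshold, PebIII, CG31928, Fcp3C and Cad74A were not past it with the block, and the same 6 lists were.

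Signal over background set a limit. Of the probes, 14403 were not well above background on any array, among them 66 transposable element probes, and the fold changes of such probes are compressed.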

Other observations

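The test of muscle genes for a common rise was chosen only after the result was seen. Singled out after they were seen were the eggshell values per array, the virus-like particle probe, the hemocyte genes named and the antimicrobial peptide values.

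The number of families of transposable elements with long terminal repeats that had a higher probe was 7 of 10 here. That is lower than the value quoted from the study above. The number of LINE families with a higher probe was 1 of 5 here. That is lower than the value quoted from the study above. The number of DNA-type families with a higher probe was 0 of 2 here, and of their 5 probes limma and the methods' t-test placed 0 past the threshold and limma gave 0 an unadjusted p under 0.05. That is lower than the value quoted from the study above. Families were assigned here from the annotation of the probes, which names only 10 families with long terminal repeats. Their count was thus capped below the quoted value, and the difference says nothing about the arrays. Of the DNA-type probes, 1 of 2 for hobo and 0 of 3 for FB were well above background on all arrays of a group. The LINE families BS, R1 and X-element had 0 such probes. The lower LINE and DNA-type counts therefore say little about these elements.

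With 3 arrays against 3 there are only 10 splits of the 6 arrays, too few for a count of splits to exclude chance, whatever its outcome. As many probes past the threshold were found in 1 of the 10 splits, the real one, as were as many genes (1 of 10), as many transposable element probes in a single direction (1 of 10) and as small a camera p for the element set (1 of 10). As many gene lists past the threshold were found in 4 of the 10 splits. The other 9 splits gave 0 probes past the threshold in limma, and between 14 and 656 at an unadjusted p under 0.05 and beyond the fold threshold, where the real split gave 3243. They placed up to 7 lists past the threshold, and the smallest camera p of the element set among them was 1.25e-09.

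The rise of transposable element probes could come from dim probes without a gene name rising in general. Of 10000 random sets of other probes without a gene name, matched on mean signal and drawn from 10047 probes, 0 held as many as the 31 probes past the threshold as higher, which is a p of 1e-04, the smallest these sets can give. The median of the random sets was 8 and the highest was 20. These values argue against this explanation as the whole cause. Other explanations were not tested here and stay open from these arrays alone. They are a change in the share of cell types that express the elements, and a difference between the lines in element copies. The third is the loss of dLsd1, for which the study reports other experiments. By RT-qPCR, it found elements higher in ovaries of a dLsd1 null mutant as well. A gypsy reporter also lost silencing under dLsd1 RNAi with a follicle cell driver.

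Muscle genes rose, and a candidate explanation is more muscle RNA in the dLsd1 RNAi samples, for instance from the muscle sheath around the ovary. All 11 detected members of the list rose, with a median of 2.6 and an SD over genes of 0.74, led by Mhc (3.1), Mlc2 (2.94) and Act57B (2.79). This count restates the rise that prompted it, so it is not a separate test of more muscle RNA. It also does not separate more muscle tissue from higher expression of these genes within it. A lower share of the main ovarian tissue, which would raise every other tissue alike, cannot be told apart from more muscle RNA. The median of detected muscle genes exceeded that of detected hemocyte genes by 2.77, but the hemocyte members went both ways (median -0.17, SD 1.56, 7 genes). Pxn (3.02), proPO-A1 (1.57) and Hml were past the threshold as higher with p values adjusted over genes. Hml was not well above background on any control array, so no exact fold change is given for it. Pxn rose as much as the leading muscle genes. Abundant hemocyte genes such as Cg25C (-0.3) and vkg (-0.44) did not rise and are also expressed in control ovaries. The list also holds srp (-1.61), which is among the GATA factors. Of 7 hemocyte genes that were low in the control, these 3 were well above background on all RNAi arrays, as were 2 of 9 fat body genes and 1 of 10 neuronal genes. Of the low genes, 0 of 12 gut, 0 of 5 reproductive tract and 0 of 19 testis genes were. Detected fat body genes had a median of 1.03 (SD 0.77, 5 genes) and detected neuronal genes of 0.13 (SD 0.39, 6 genes).

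The fall of eggshell genes may reflect a lower share of late egg chambers in the dLsd1 RNAi samples. Chorion genes, made in the last stages, had a median log2 fold change of -2.87 and vitelline membrane genes, made before them, of -1.36, a difference of -1.51. Of the vitelline membrane genes, Vm34Ca was saturated on all 6 arrays and could not show a fall. Without it their median was -1.5 and the difference -1.37, and lower values were found for 10 of 10 chorion and 6 of 6 vitelline membrane genes. Because 8 of the chorion and 6 of the vitelline membrane genes were saturated on at least 1 array, the falls are compressed to an unknown extent and a lower share of late egg chambers cannot be told apart from lower expression of these genes within them. The RNAi arrays differed widely. Relative to the control mean, the median of the eggshell genes was -0.58 in RNAi replicate 1, -3.95 in replicate 2 and -2.26 in replicate 3 on the log2 scale, and the control arrays lay between -0.25 and 0.13. Of 20 detected eggshell genes, 19 were lowest in RNAi replicate 2 and 19 were highest in RNAi replicate 1 among the RNAi arrays. Without RNAi replicate 2 the median of the list was -1.42, and without RNAi replicate 1 it was -3.21.

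A strain difference in a stretch of a chromosome could place many genes past the threshold in that stretch. The test covered 7539 genes on the main chromosome arms that were well above background on all arrays of a group. Of these, 1255 were past the threshold. The richest of 122 windows of 1 Mb, on 3R, held 23 of the 1255 among 86 genes. Over 10000 reshuffled sets the median of the richest window was 24 and the highest was 40, which gives a permutation p of 0.773. This argues against a single such stretch as the source of the calls and leaves differences spread over the genome open. The control carried the driver alone, so an effect of the RNA interference construct or its genetic background stays open beside the depletion of dLsd1, and neither was tested.

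A probe annotated as RNA of a virus-like particle, on 3L at 24236209 to 24236268 (dm3), rose from 11.55 ± 0.67 to 14.54 ± 0.13 (SD, n = 3 per group; log2 fold change 2.99 ± 0.32 SE, limma adjusted p 0.00948). The array design places this probe in the fly genome, and it was not among the 187 probes counted as transposable elements. Its source was not tested. The 4 probes for Drosophila C virus were not well above background on any array.

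Antimicrobial peptide genes differed between arrays of a group. DptB was at 11.62 in RNAi replicate 1 and at 6.86 and 6.85 in the other RNAi arrays, with 7.47, 6.64 and 6.81 in the control arrays (limma adjusted p 0.693). Drs was at 8.02, 12.77 and 13.13 in the RNAi arrays and at 9.43, 6.54 and 11.74 in the control arrays (limma adjusted p 0.683). No explanation of these differences was tested.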
